A study of Homo sapiens with 12 samples. Its data were reported in "The microRNA-455 null mouse shows dysregulated bone turnover" (2025).

How the data were processed

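SW1353 is an established human chondrosarcoma cell line, used as a model of cartilage cells. Per the labels, the cells were transfected with a miR-455-3p mimic, a mimic control, a miR-455-3p inhibitor or an inhibitor control at 50 nM and harvested after 48 hours. A mimic is a synthetic copy of the microRNA and an inhibitor is an oligonucleotide that binds the mature microRNA. Each of the 4 groups had 3 libraries, which gave 12 RNA-seq libraries in all. The mature microRNA itself was not measured, so the amount of mimic or inhibitor acting in each library is unknown.

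Reads were checked with FastQC, trimmed with Trim Galore and quantified on hg38 with kallisto and sleuth by the authors, and the versions, annotation release and filters were not given in the sources used here. The deposited values are a signal per Ensembl gene: estimated counts summed over transcripts and divided by a size factor per library, not corrected for gene length. Estimated counts divide reads between transcripts that share sequence, so values of near-identical copies, pseudogenes and read-through transcripts are uncertain. Among genes with 1 transcript, between 69.1% and 72.6% of the values of a library lay within 0.02 of a whole multiple of 1 step, and the step was used to estimate that library's total count. Whether the mimic and inhibitor libraries were scaled together by the authors could not be told from the values. The median of each library's ratios to the geometric mean over genes lay between 0.978 and 1.05.

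Each file listed 40490 gene identifiers, of which 35521 had a symbol in the gene name table and 35493 were in GENCODE release 29, the annotation used for coordinates (GRCh38) and 3′ UTRs. The reference held 18794 protein coding genes with a 3′ UTR of at least 50 bases.

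Values were analysed as log2(value + 0.5). Genes with a value of at least 5 in at least 47% of the libraries were tested, which left 16468 genes. A linear model with 4 group means was fitted to all 12 libraries with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with an intensity trend), two-sided, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for sequence searches, tables and plots. The comparisons were mimic against mimic control, inhibitor against inhibitor control, inhibitor control against mimic control, and the mimic effect minus the inhibitor effect. The p-values measure the spread between libraries of 1 cell line. Whether these came from separate transfections was not given in the sources used here. For FGF18 a two-sided exact permutation test of the 6 libraries of a comparison was added.

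The tests, the named-gene rule and 25 gene lists were fixed before the data were examined. The lists were study skeletal genes, reported miR-455-3p targets, microRNA machinery, cartilage matrix and SOX genes, mesenchymal matrix, matrix proteases and inhibitors, the TGF-beta and activin, BMP, FGF and Wnt pathways, osteoblast markers, type I interferon response, NF-kB and inflammatory genes, immediate early genes, cell cycle, p53 response, unfolded protein and ATF4 response, cholesterol synthesis, hypoxia response, mitochondrially encoded genes, core histones, cytosolic ribosomal proteins, and epithelial, blood cell and endothelial markers. All listed symbols but 1 (DDX58) were matched. The core histone list also held linker histones such as H1-2. Of the skeletal list, 12 genes were chosen by the study on mouse cartilage and BMPR1A was added for its predicted sites, and FGF18, BMP4 and BMPR1A were followed up with these libraries known. Lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the 25 lists of a comparison, and member genes were also adjusted over the list alone. The directional fry test was run on the same lists with the same adjustment. It asks whether the genes of a list changed at all, and camera whether they changed more than other genes.

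The rule named the study's skeletal genes, the 8 largest rises and the 8 largest falls among genes past the threshold whose groups did not overlap and whose mean was at least 20 in 1 of the groups, up to 4 members of each described list by p, and lowered genes with a full-length seed site. A subset was taken mechanically, with the 2 smallest p-values per list past the camera threshold and any other rule member past the gene threshold. Genes named outside the rule are said to be so where they appear. The values of 1 gene that the rule names are not reported here.

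The longest 3′ UTR of each gene was searched for matches to the miR-455-3p seed: TGGACTG followed by A (8mer), TGGACTG (7mer-m8), GGACTG followed by A (7mer-A1) and GGACTG (6mer). Genes with an 8mer or 7mer-m8 were set against genes with none of these by camera. All 7-mers present in at least 100 genes were ranked by their coefficient in a model of log2 change with 3′ UTR length and base composition. The miR-455-5p seed match GGCACAT was searched in the same way.

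The fit was tested on simulated data with 200 changed genes among 16468. The changed genes were drawn from those with a mimic control mean of at least 20. The shares recovered therefore do not cover genes of lower level such as FGF18. For the mimic comparison 34.3%, 79.1% and 97.0% of the genes changed 1.5-fold, 2-fold and 4-fold were recovered, with 9 false calls among 149. For the inhibitor comparison the shares were 28.4%, 74.6% and 95.5%, with 6 false calls among 138.

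Alternatives were pseudocounts of 1 and 5, no filter, a mean of at least 20, rescaling by the median of ratios or the upper quartile, the 6 libraries of a comparison alone, limma without trend, array weights, the replicate number as a block, each library left out in turn, the shortest 3′ UTR and 8mer sites alone. Weights by voom on the estimated counts, and the mimic against the inhibitor control or against the mean of both control groups, were chosen after the data were seen. Other splits of the same libraries (10 per pair of groups, 100 for both arms jointly) gave the chance range of each count.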

Results

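Gene expression was measured by RNA-seq in SW1353 chondrosarcoma cells transfected with a miR-455-3p mimic or inhibitor. This addresses which transcripts respond to this microRNA and which skeletal genes may be among its targets. The 12 libraries comprised 3 each of mimic control, mimic, inhibitor control and inhibitor. Normalised totals lay between 10974100 and 12016800 per library, and estimated total counts, in units of 1e6, between 10.5 and 12.5. Pearson correlations across genes were 0.944 to 0.972 between libraries of 1 group and 0.937 to 0.969 between groups. Mitochondrially encoded transcripts took between 6.09% (mimic replicate 3) and 9.93% (mimic control replicate 2) of a library. The first principal component held 25% of the variance and the second 12.2%. Mimic replicate 3 had a score of 20.9 on the first, against -59.7 and -41.5 for mimic replicates 1 and 2, and lay next to the inhibitor control libraries (21.1 to 31.7). Below, log2 fold changes are given ± SE with 3 libraries per group, adjusted p is from limma with Benjamini-Hochberg adjustment, and levels are normalised signal as mean ± SD.

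**Figure D1:**
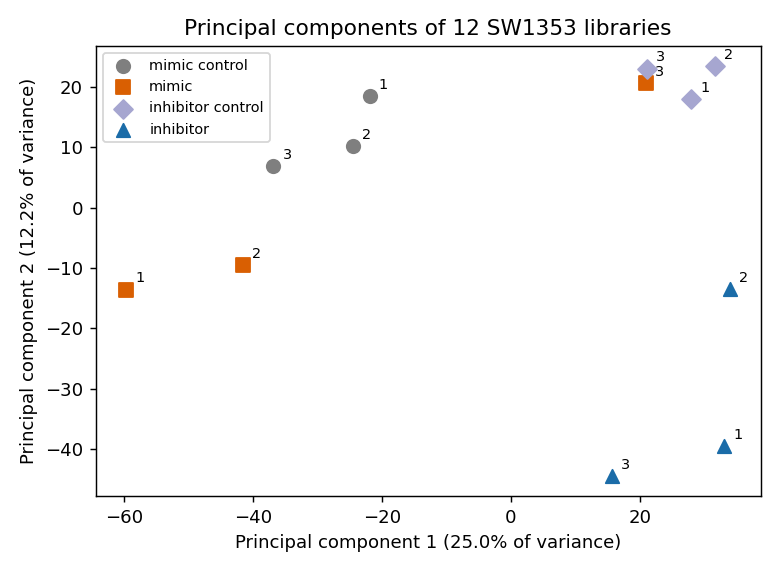
Scores of the 12 libraries on the first 2 principal components (x axis, 25% of the variance; y axis, 12.2%), 1 point per library, coloured by group. Mimic replicate 3 lies at 20.9 on the x axis, away from mimic replicates 1 and 2 at -59.7 and -41.5.

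The study followed up FGF18, a fibroblast growth factor that acts on chondrocytes and osteoblasts. FGF18 (ENSG00000156427) had a low level, at 10.1 ± 3.58 with mimic control and 5.72 ± 4.12 with the mimic (n = 3 each), a ratio of 0.565. With the inhibitor control it was 6.52 ± 1.54 and with the inhibitor 40.4 ± 10.7, a ratio of 6.20. Neither difference passed the test over all genes (log2 -1.09 ± 0.59, adjusted p = 0.476 with the mimic; log2 2.53 ± 0.59, adjusted p = 0.0585 with the inhibitor). The exact permutation test gave p = 0.3 for the mimic and p = 0.1 for the inhibitor, where 0.1 is the smallest two-sided p that 3 libraries against 3 allow. All 3 inhibitor libraries (33.6 to 52.7) lay above all 3 of their controls (5.45 to 8.29). Over all alternatives the adjusted p of FGF18 in the inhibitor comparison lay between 0.00461 and 0.215, and it was under 0.05 with a pseudocount of 1 or 5, with its 6 libraries alone, with array weights and without mimic replicate 1 or 3. FGF18 lies on chromosome 5 at 171419656 to 171457623 (GRCh38, plus strand). Its 3′ UTR of 818 bases, in exon 5 of 5, held 1 match to 6 bases of the seed, GGACTG at 171457024 to 171457029, and no longer match.

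**Figure D2:**
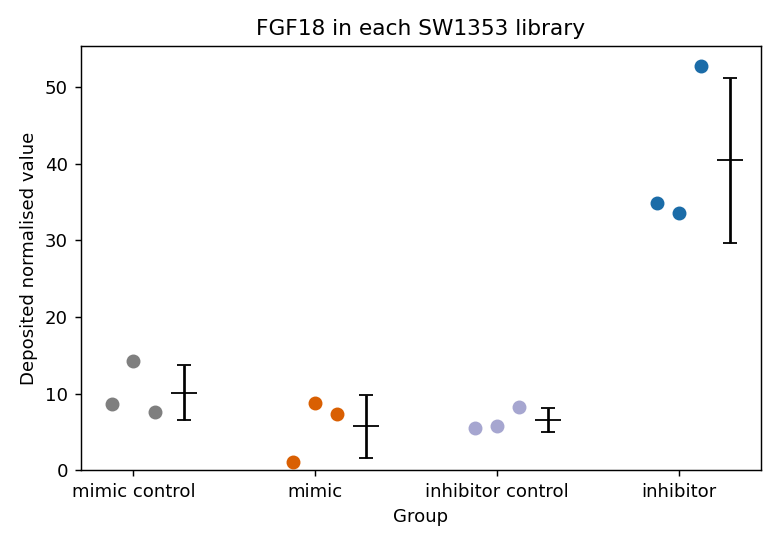
FGF18 signal (normalised estimated counts, y axis) in each library by group (x axis), with the group mean ± SD. The 3 inhibitor libraries lie between 33.6 and 52.7 and the other 9 libraries between 1.03 and 14.2.

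Of the 13 skeletal genes that the study tabulated, 8 had enough signal to be tested. ALOX15, PENK, COL2A1, EPYC and COL9A1 were below the filter. VCAN, a matrix proteoglycan, had ratios of 0.696 with the mimic and 0.979 with the inhibitor, and BMP4, a bone morphogenetic protein, 0.938 and 1.32. BMPR1A, a BMP receptor, had ratios of 1.02 and 0.843, SRD5A1, a steroid reductase, 0.878 and 0.944, and HJV, a BMP co-receptor, 1.68 and 0.707. For IFITM1, an interferon-induced membrane protein, the ratios were 0.825 and 0.887, and for PANX3, a channel protein of cartilage and bone, 0.646 and 0.878. None of the 8 passed over all genes in either comparison. Adjusted over the list alone, 0 passed with the mimic and 1 (FGF18) with the inhibitor, and this count is not independent evidence, since FGF18, BMP4 and BMPR1A were followed up after their values in these cells were known. Without mimic replicate 3 these counts were 1 (IFITM1) and 2 (BMP4 and FGF18). BMPR1A, on the plus strand of GRCh38, carried 2 TGGACTG matches in its 3′ UTR of 9119 bases (exon 13 of 13), on chromosome 10 at 86924491 to 86924497 and 86925768 to 86925774.

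With the mimic, B4GALT1, FOXM1 and TP53I3 were among the 8 largest rises over the mimic control. B4GALT1, a Golgi galactosyltransferase, rose from 2088 ± 89.3 to 7589 ± 552 (n = 3 each; log2 1.86 ± 0.069, adjusted p = 2.89e-08). FOXM1, a transcription factor of the G2 and M phases, rose from 307 ± 37.8 to 891 ± 77.8 (log2 1.54 ± 0.12, adjusted p = 4.05e-05), and TP53I3, a p53-induced oxidoreductase, from 82.2 ± 11.3 to 239.5 ± 33.9 (log2 1.54 ± 0.13, adjusted p = 8.98e-05). In the inhibitor control these 3 stood at 7094, 899 and 281. The endoplasmic reticulum chaperones PDIA6 (log2 1.34, adjusted p = 7.93e-06) and HYOU1 (log2 1.29, adjusted p = 3.43e-05) rose, as did the poly(A)-binding protein PABPC1 (log2 1.32, adjusted p = 0.000478), the O-glucosyltransferase POGLUT3 (log2 1.30, adjusted p = 0.000245) and C1orf116 (log2 1.44, adjusted p = 0.0242). HYOU1 has a second copy in the annotation with identical values and PABPC1 has processed pseudogenes, so both levels are uncertain.

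Fewer genes fell with the mimic, and 9 of the 12 that did were also lower in the inhibitor control than in the mimic control. NR1D1, a repressor of the circadian clock, fell by 0.53 ± 0.084 on the log2 scale, adjusted p = 0.0109, and TMEM41B, a lipid scramblase of the endoplasmic reticulum, fell by 0.62 ± 0.10 on the log2 scale, adjusted p = 0.0141. EYA4, a transcriptional coactivator (log2 -0.63, adjusted p = 0.0258), TOGARAM1, a ciliary microtubule protein (log2 -0.70, adjusted p = 0.0454), FAM217B (log2 -0.96, adjusted p = 0.0454), ATOSA (log2 -0.63, adjusted p = 0.0248) and ABTB1 (log2 -0.61, adjusted p = 0.0439) also fell. ENSG00000282684, which has no symbol, fell from 22.2 ± 10.7 in the mimic control to a level near 0. Of 16468 genes, 113 were raised and 12 lowered (2180 at an unadjusted p under 0.05), and 16.4% had groups that did not overlap, where chance gives 10%. Without mimic replicate 3 the count was 466 raised and 331 lowered, with all 125 genes among them, and it was 46, 52 and 64 without mimic control replicate 1, 2 or 3, 79 without inhibitor control replicate 1 and 76 without inhibitor replicate 1. Of the 23 named genes past the threshold, 10 kept their call whichever library was left out.

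The cell cycle list was higher with the mimic by the camera test at the preset correlation (median log2 0.39, adjusted p = 7.71e-12) but not with an estimated correlation (adjusted p = 0.242). All 30 were measured, 3 passed over all genes and 16 were raised when adjusted over the list alone. Those past both were CCNB2, a mitotic cyclin (log2 0.71, adjusted p = 0.0229), AURKA, a spindle kinase (log2 0.56, adjusted p = 0.0357), and RRM2, a subunit of ribonucleotide reductase (log2 0.81, adjusted p = 0.0383). Cholesterol synthesis genes had a median log2 of 0.38 (adjusted p = 4.19e-11; 0.242 with an estimated correlation), with 2 of 23 raised over all genes and 13 adjusted over the list alone. In the inhibitor control over the mimic control the medians of these 2 lists were 0.37 and 0.27. HMGCS1, a synthase of the mevalonate pathway, was among those that rose (log2 0.60, adjusted p = 0.0321). Of 22 genes of the unfolded protein and ATF4 response, 1 rose over all genes and 6 adjusted over the list alone (median log2 0.17, adjusted p = 0.000774; 0.242 with an estimated correlation). It was PSAT1 of serine synthesis (log2 0.69, adjusted p = 0.00650), and the amino acid transporter SLC7A5 stood at log2 0.48, adjusted p = 0.0647. The unfolded protein list did not pass without mimic replicate 3.

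Cytosolic ribosomal protein genes had a median log2 of 0.18 with the mimic (adjusted p = 9.08e-07; 0.242 with an estimated correlation), with 0 of 30 raised over all genes by limma and 7 adjusted over the list alone. RPL37 (log2 0.55, adjusted p = 0.0771) and RPL35 (log2 0.39, adjusted p = 0.0887) had the smallest p, and reads shared with processed pseudogenes make the levels of this family uncertain. The remaining lists past the camera threshold were lower. Core histones had a median log2 of -0.21 (adjusted p = 0.0112; 0.242 with an estimated correlation), with 1 of 11 lowered adjusted over the list alone and values of -0.60 for H2AC11 and -0.35 for H2BC21. For the type I interferon response the median was -0.18 (adjusted p = 0.0112; 0.536 with an estimated correlation), with 0 of 34 past the test either way and values of -0.28 for STAT2 and -0.32 for PARP9. Mitochondrially encoded genes had a median of -0.22 (adjusted p = 0.0112; 0.579 with an estimated correlation), with 0 of 13 past the test either way, -0.37 for MT-ND1 and -0.32 for MT-CYB, and mimic replicate 3 held the lowest mitochondrial share. Without mimic replicate 3 neither the interferon nor the mitochondrial list passed. The mitochondrial list did not pass without mimic control replicate 2 or 3 either, nor the histone list without mimic replicate 2.

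The p53 response had a median log2 of -0.17 with the mimic (adjusted p = 0.0127; 0.242 with an estimated correlation), although TP53I3, its 1 member past the test over all genes, rose. Adjusted over the list alone, 1 of 22 was raised and 4 were lowered, and the antiproliferative gene BTG2 stood at log2 -0.41, adjusted p = 0.114. In the BMP pathway the median was -0.13 (adjusted p = 0.0350; 0.242 with an estimated correlation), with 0 of 21 past the test either way. BMP6, a ligand, stood at log2 -0.38, adjusted p = 0.196 and ID3, a transcriptional target of BMP signalling, at -0.32. ENO1, a glycolytic enzyme of the hypoxia list, rose (log2 0.33, adjusted p = 0.0462), while that list did not pass (adjusted p = 0.350). The p53 list did not pass without mimic replicate 1, nor the BMP list without mimic control replicate 1 or 2 or mimic replicate 3.

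With the inhibitor, KRT75 and BMP8A were among the 8 largest rises, and GPC6, CEMIP and GHR among the 8 largest falls. KRT75, a type II keratin, rose from 1178 ± 72.5 to 4526 ± 118 (n = 3 each; log2 1.94 ± 0.13, adjusted p = 2.20e-05). BMP8A, a BMP ligand (log2 1.94, adjusted p = 0.00405), the ion channel subunit CALHM3 (log2 2.16, adjusted p = 0.00188), GPSM3, a modulator of G protein signalling (log2 3.68, adjusted p = 0.00832), and C1orf116 (log2 1.84, adjusted p = 0.00485) also rose. TIMM22, a mitochondrial import protein (log2 3.27, adjusted p = 0.0407), rose, and so did ACTBL2 (log2 2.27, adjusted p = 0.0103), an actin whose close relatives make its level uncertain. ENSG00000280852, with no symbol, was listed at 0 in the inhibitor control libraries and at 41.0 ± 9.08 with the inhibitor.

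GPC6, a glypican of the cell surface, fell from 1579.9 ± 121 to 503 ± 94.6 (log2 -1.66 ± 0.13, adjusted p = 6.14e-05), and CEMIP, which takes part in hyaluronan breakdown, from 2929 ± 439 to 1029.9 ± 89.6 (log2 -1.50 ± 0.14, adjusted p = 0.000227). DIP2C fell from 991 ± 36.4 to 377 ± 31.9 (log2 -1.39 ± 0.086, adjusted p = 1.54e-05) and the growth hormone receptor GHR from 38.6 ± 10.5 to 4.42 ± 3.66 (log2 -3.20 ± 0.50, adjusted p = 0.00768). TENM1, a teneurin (log2 -1.26, adjusted p = 0.000159), and OVCH2 (log2 -2.12, adjusted p = 0.00832) fell, as did ENSG00000282972 (log2 -4.06, adjusted p = 0.0466) and 1 more identifier without a symbol. In all, 126 genes were raised and 129 lowered (2381 at an unadjusted p under 0.05), and 25.2% had groups that did not overlap, where chance gives 10%. The count was 94, 117 and 136 without inhibitor control replicate 1, 2 or 3, 88 and 109 without inhibitor replicate 1 or 3, and 653 without mimic replicate 3, which is not in this comparison and enters through the shared spread. Of the 33 named genes past the threshold, 13 kept their call whichever library was left out.

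Several matrix genes fell with the inhibitor. In the mesenchymal matrix list, 3 of 23 fell over all genes, and 1 was raised and 5 lowered adjusted over the list alone (median log2 -0.10, adjusted p = 0.0386; 0.348 with an estimated correlation). Those that fell over all genes were tenascin TNC (log2 -0.42, adjusted p = 0.00721), thrombospondin THBS2 (log2 -0.70, adjusted p = 0.00789) and the proteoglycan biglycan, BGN (log2 -0.53, adjusted p = 0.0220). Among matrix proteases and inhibitors, 2 of 20 fell over all genes, and 2 were raised and 5 lowered adjusted over the list alone (median log2 -0.08, adjusted p = 0.0478; 0.396 with an estimated correlation). They were the collagenases MMP1, from 854 ± 28.4 to 446 ± 65.7 (log2 -0.95, adjusted p = 0.00826), and MMP13, from 644 ± 44.5 to 309 ± 32.8 (log2 -1.06, adjusted p = 0.0155). The protease list passed in only 1 of the 12 fits that leave out a library (that without mimic control replicate 3), and the matrix list did not without inhibitor control replicate 3 or inhibitor replicate 1 or 3.

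Epithelial markers were higher with the inhibitor: of 5 measured, 3 rose over all genes and 4 adjusted over the list alone (median log2 0.61, adjusted p = 7.33e-05; 0.348 with an estimated correlation). The simple-epithelium keratins KRT18 (log2 0.61, adjusted p = 0.00650) and KRT8 (log2 0.50, adjusted p = 0.0396) and the tight junction protein CLDN4 (log2 1.65, adjusted p = 0.0447) rose. KRT8 and KRT18 have many processed pseudogenes, which makes their levels uncertain. For the type I interferon response the median log2 was 0.26 (adjusted p = 0.00579; 0.396 with an estimated correlation), with 0 of 34 past the test either way, log2 0.61, adjusted p = 0.109 for OAS1 and log2 0.93, adjusted p = 0.115 for IFI44. Cytosolic ribosomal protein genes had a median of 0.14 (adjusted p = 2.14e-05; 0.348 with an estimated correlation), with 0 of 30 past the test either way, 0.37 for RPS27 and 0.22 for RPLP0. Core histones had a median of 0.22 (adjusted p = 0.0476; 0.348 with an estimated correlation), with 1 of 11 raised over all genes and 2 adjusted over the list alone. The 1 raised over all genes was H1-2 (log2 0.48, adjusted p = 0.0418), a linker histone and not a core histone. H2BC5 stood at log2 0.33, adjusted p = 0.101.

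The hypoxia response had 2 of 21 genes lowered with the inhibitor, over all genes and adjusted over the list alone (median log2 -0.06, adjusted p = 0.0226; 0.348 with an estimated correlation). They were the carbonic anhydrase CA12 (log2 -0.49, adjusted p = 0.0142) and the peptide hormone adrenomedullin, ADM (log2 -0.39, adjusted p = 0.0460). In the unfolded protein and ATF4 response, 2 of 22 fell by both adjustments (median log2 -0.10, adjusted p = 0.0312; 0.396 with an estimated correlation): SEL1L of protein degradation (log2 -0.60, adjusted p = 0.0214) and the chaperone calreticulin, CALR (log2 -0.31, adjusted p = 0.0460). Wnt signalling had a median of -0.21 (adjusted p = 0.0226; 0.396 with an estimated correlation), with 0 of 21 past the test either way, log2 -0.95, adjusted p = 0.122 for the Wnt antagonist SFRP1 and log2 -0.40, adjusted p = 0.241 for the transcription factor TCF7L2. In lists that did not pass, FGFR2, a receptor of FGF ligands (log2 -0.49, adjusted p = 0.0179), fell, and TNFAIP2 of the NF-kB list (log2 0.37, adjusted p = 0.0175), the immediate early factor KLF4 (log2 0.88, adjusted p = 0.0301) and TP53I3 (log2 0.65, adjusted p = 0.0293) rose. The Wnt, unfolded protein and core histone lists did not pass without inhibitor replicate 1 or inhibitor control replicate 3, nor the latter pair without inhibitor replicate 2. Core histones did not pass without inhibitor control replicate 2, mimic control replicate 2 or 3 or mimic replicate 3 either.

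Lists that passed in neither comparison were the study skeletal genes (camera adjusted p = 0.173 with the mimic and 0.966 with the inhibitor), reported miR-455-3p targets (0.704 and 0.769), microRNA machinery (0.434 and 0.0966), cartilage matrix and SOX genes (0.816 and 0.777), the TGF-beta and activin pathway (0.816 and 0.849), FGF signalling (0.816 and 0.769), osteoblast markers (0.479 and 0.769), NF-kB and inflammatory genes (0.226 and 0.119) and immediate early genes (0.843 and 0.636). Blood cell markers (0.434 and 0.659, 5 measured) and endothelial markers (0.609 and 0.769, 4 measured) did not pass either. The lists named above for 1 comparison alone gave 0.350 (mesenchymal matrix), 0.609 (matrix proteases), 0.434 (epithelial markers), 0.350 (hypoxia) and 0.420 (Wnt) with the mimic, and 0.769 (BMP), 0.659 (cell cycle), 0.769 (p53 response), 0.769 (cholesterol synthesis) and 0.769 (mitochondrially encoded genes) with the inhibitor. The median, mean and test differed in sign with the mimic for reported targets, mesenchymal matrix, FGF signalling and epithelial markers. They did so with the inhibitor for study skeletal genes, the TGF-beta pathway and FGF signalling. By camera, no list held its call with an estimated correlation in either comparison. The fry test with the mimic passed for cell cycle (adjusted p = 0.0295), cholesterol, unfolded protein, core histones and ribosomal proteins (0.0443 each). With the inhibitor it passed for epithelial markers (0.0303), mesenchymal matrix, hypoxia, core histones (0.0402 each) and ribosomal proteins (0.0455). No other list passed by fry, and fry was not followed over the alternatives.

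A gene repressed directly by miR-455-3p would be lower with the mimic and higher with the inhibitor. With limma, 0 genes passed both tests in these directions, against 0.0918 expected from independent lists, and 72 genes did at an unadjusted p under 0.05 against 61.7 expected. DTX2, MPG, PPL, BTG1, RPS19BP1 and PLXNA4 passed both without mimic replicate 3, GNG11 and BTG1 without mimic replicate 1, and FLOT1 without inhibitor control replicate 3. These genes were chosen after their values were seen. Mimic and inhibitor log2 changes had a Pearson correlation of 0.028 and a Spearman correlation of 0.054 across 16468 genes, which are not independent replicates. The mimic effect minus the inhibitor effect passed for 140 genes, 103 higher and 37 lower. It passed for 515 genes without mimic replicate 3 and for 37 to 82 without any other library but mimic replicate 1 or inhibitor replicate 2. That difference was lower for the type I interferon (adjusted p = 3.00e-05), core histone (0.000297), epithelial (0.00724) and NF-kB (0.0187) lists, and higher for the cell cycle (1.01e-05), cholesterol (1.01e-05), unfolded protein (1.09e-05), hypoxia (0.00462), mesenchymal matrix (0.0121) and protease (0.0342) lists. With an estimated correlation, adjusted p lay between 0.172 and 0.330 for these 10 lists. Both controls enter this difference, so a shift between them is not separated from an effect. For the higher lists, in the order above, inhibitor control minus mimic control had medians of 0.37, 0.27, -0.29, -0.26, -0.072 and 0.029. With the inhibitor the cell cycle and cholesterol medians were 0.048 and 0.10, so neither list was lower with it.

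The control groups, which carry oligonucleotides not directed at miR-455-3p, differed from each other in more genes than either effect. Whether their libraries were scaled together could not be told, and the plan was to test this comparison only if they were. A difference of scaling or batch between the arms is therefore not separated from one between the oligonucleotides. In the inhibitor control 781 genes were higher and 886 lower than in the mimic control (4805 at an unadjusted p under 0.05), and 41.2% had groups that did not overlap, where chance gives 10%. Several of the largest differences were in multi-copy families, pseudogenes or read-through transcripts, whose values are uncertain: GAGE12G (28.4 ± 49.2 and 4788 ± 827 in the mimic and inhibitor control), PSMC1P1 (listed at 0 and at 32.1), SYNJ2BP-COX16 (log2 3.06, adjusted p = 0.0354), PNMA6A (log2 2.29, adjusted p = 0.0173) and RPL36A (log2 2.19, adjusted p = 0.0193) were higher in the inhibitor control, and NOMO1 (279 and 0.642) and TP53TG3C (log2 -2.70, adjusted p = 0.0196) lower. IRAK1BP1, not one of these, was also lower (log2 -2.05, adjusted p = 0.0181), and 8 of the 16 largest differences were in genes with no symbol. Cell cycle genes were higher in the inhibitor control (9 of 30 over all genes, 17 adjusted over the list alone; adjusted p = 7.19e-09), as were cholesterol synthesis (7 of 23 and 10; adjusted p = 7.68e-05) and type I interferon genes (7 of 34 by both; adjusted p = 0.0142). Genes of the unfolded protein response (1 higher and 9 lower of 22; adjusted p = 0.000623) and the hypoxia response (1 higher and 7 lower of 21; adjusted p = 0.00459) were lower. With an estimated correlation these 5 gave adjusted p = 0.304, 0.736, 0.773, 0.364 and 0.304. The count of 1667 was 271, 399 and 954 without inhibitor control replicate 1, 2 or 3, 557, 659 and 305 without mimic control replicate 1, 2 or 3, and 3757 without mimic replicate 3.

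Genes raised with the mimic overlapped those higher in the inhibitor control: 86 of the 113 were raised in both, against 5.36 expected from independent lists. Among them were FOXM1 (log2 1.55, adjusted p = 3.77e-05 between the controls) and B4GALT1 (log2 1.77, adjusted p = 5.50e-08). Of the 12 lowered genes, 9 were also lower in the inhibitor control, against 0.646 expected. Both comparisons use the mimic control libraries, and 3 libraries cannot be split into parts of at least 2, so part of the overlap may come from that sharing. Mimic replicate 3 lay next to the inhibitor control libraries, and its part in the overlap was not separated. The correlation across genes was 0.419 and 62.4% had the same sign. In 20 simulations of unchanged groups with the same control libraries these averaged 0.499 and 66.7%, so neither observed value was higher. The covariance was 0.0996 (0.0654 simulated), and the count of genes higher in both was 86 (0 simulated). Unchanged groups hold no real differences to call, so the simulations cannot show how much of the overlap comes from the sharing. Against the inhibitor control, 489 genes were raised and 228 lowered by the mimic, and against the mean of both control groups 53 and 9.

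**Figure D3:**
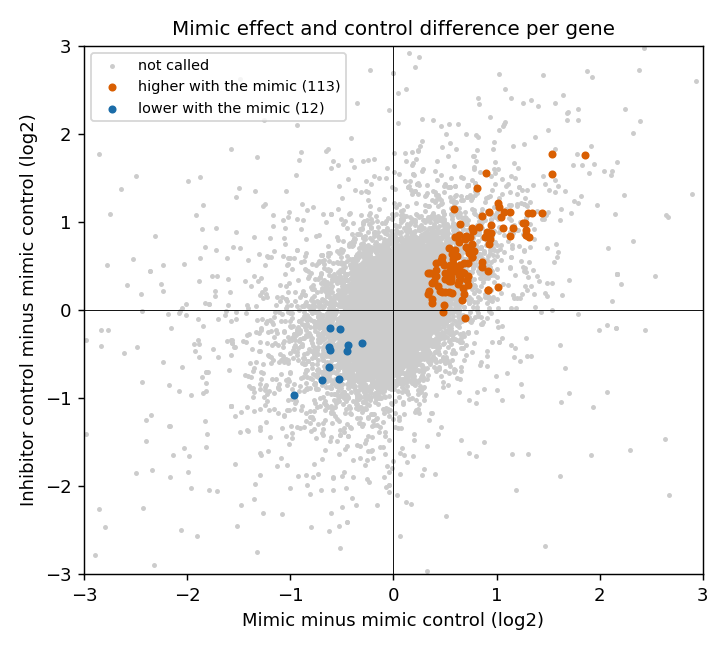
Log2 fold change of mimic over mimic control (x axis) against that of inhibitor control over mimic control (y axis), 1 point per gene, with genes raised or lowered by the mimic in colour; axes run from -3 to 3 and 56 of 16468 genes lie outside. Of the 113 raised genes, 86 were also higher in the inhibitor control.

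Genes with a miR-455-3p seed site were slightly lower than genes without one in both comparisons. The median log2 of 1852 genes with an 8mer or 7mer-m8 minus that of 9213 genes without a site was -0.052 with the mimic (camera p = 0.0468; p = 0.114 with an estimated correlation) and -0.058 with the inhibitor (p = 0.00527; p = 0.0375 with an estimated correlation). Adjusted for 3′ UTR length and base composition, the differences were -0.030 ± 0.011 (SE) and -0.012 ± 0.012. For the mimic effect minus the inhibitor effect of each gene, the same difference of medians was 0.011, which did not pass the camera test (adjusted, -0.019 ± 0.016). With the mimic, the median log2 was -0.026 for 551 genes with an 8mer, -0.017 for 1301 with a 7mer-m8 and 0.033 for those with no site. With the inhibitor these medians were -0.020, -0.0078 and 0.048, so the same order held there. The medians by site class are not adjusted for 3′ UTR length or base composition. TMEM41B was the 1 gene with an 8mer that fell past the threshold, and 5 such genes rose. TMEM41B was also lower in the inhibitor control than in the mimic control (log2 -0.45, limma adjusted p = 0.0211). TGGACTG ranked 544 from the lowest of 16018 7-mers by coefficient with the mimic (135 by z) and 4647 with the inhibitor, and 392 (9 by z) for the mimic against the inhibitor control. Genes with a miR-455-5p site gave adjusted differences of 0.0074 ± 0.012 and 0.020 ± 0.013. The mimic difference was past the camera threshold neither without mimic control replicate 1 or 3 nor without mimic replicate 1 or 2. Nor did it pass without a filter, without trend, with array weights or against the inhibitor control or both controls. With the shortest 3′ UTRs the differences were -0.038 and -0.020 and neither passed.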

Values the study reported

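For SW1353 cells at 50 nM, the study reported FGF18 at 0.56 of its control with the mimic and 6.20 with the inhibitor. It reported 0.94 and 1.32 for BMP4, 1.02 and 0.84 for BMPR1A, and 1.68 and 0.71 for HJV, in the same order. VCAN was given as 0.70 and 0.98. The study's case for FGF18 also rests on experiments outside these libraries. The gene was tabulated because its expression was higher in knee cartilage of miR-455 null mice than of wild-type mice. In chick limb bud given the mimic it was nearly unchanged. By qRT-PCR in human osteosarcoma cells, at doses above 50 nM, FGF18 fell with the mimic and rose with the inhibitor. In chicken fibroblasts the mimic repressed a luciferase reporter carrying the FGF18 3′ UTR, and mutation of the seed site rescued it. The study took this to imply a direct target.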

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

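Weights by voom and the comparisons of the mimic with the inhibitor control or both control groups were chosen after the data were seen. Over all results and alternatives, 3112 values stayed on their side of the threshold with the same direction or within 1.5 times, 473 became weaker, 47 stronger and 43 reversed. A gene is counted as reversed when its log2 changes sign, and a list when the direction of its camera test turns, and none of those reversed passed on either side. The values of lists below are mean log2, which can keep its sign when that direction turns, or the other way round. Of the named genes past the threshold, 7 of 23 with the mimic (B4GALT1, FOXM1, HYOU1, PABPC1, PDIA6, POGLUT3, TP53I3), 13 of 33 with the inhibitor (BMP8A, C1orf116, CALHM3, CEMIP, DIP2C, GPC6, KRT18, KRT75, MMP1, OVCH2, TENM1, THBS2, TNC) and 2 of 16 between the controls kept direction and call under every alternative planned beforehand that gave them a value; the alternatives added later were not run for single genes. The cause of the changes below was not tested, except that fewer libraries or genes enter where the setting says so. The planned edgeR test was not run, because whole reads could not be recovered, and the array weights did not fully converge. FGF18 had no value at a mean of at least 20. Estimated totals of 10.5 to 12.5 (in units of 1e6) per library limit genes of low level such as FGF18.

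Genes changed by the mimic (125) were 20 with the 6 libraries alone, 77 without trend, 529 with array weights, 81 with voom, 717 against the inhibitor control and 62 against both controls. Genes changed by the inhibitor (255) were 155 without trend and 1260 with array weights. Genes differing between the control groups (1667) were 962 without a filter, 3913 with 6 libraries, 904 without trend and 4623 with array weights. Genes whose effects differ (140) were 76, 41 and 624 without a filter, without trend and with array weights. Genes lower with the mimic and higher with the inhibitor (0) were 1 at a mean of at least 20 (BTG1), 1 without trend (ADGRF4) and 8 with array weights. These names were chosen after their values were seen. FGF18 in the inhibitor comparison (log2 2.53, adjusted p = 0.0585) was 2.45 (0.0396) and 1.96 (0.00929) with pseudocounts of 1 and 5, 2.53 (0.0103) with 6 libraries and 2.54 (0.00675) with array weights. Study skeletal genes in the inhibitor comparison (1) were 0 at a mean of at least 20 and 2 with array weights. Seed-site genes in the mimic comparison (-0.052) no longer passed the camera test in 6 settings: -0.038 without a filter, -0.052 without trend, -0.044 with array weights, -0.028 against the inhibitor control, -0.043 against both controls and -0.038 with the shortest 3′ UTR. Seed-site genes in the inhibitor comparison did not pass with the shortest 3′ UTR (-0.020).

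Reversed results had log2 values of -0.29 for epithelial markers with the mimic without a filter, and 0.020, -0.029 and 0.17 for study skeletal genes with the inhibitor without a filter, at a mean of at least 20 and with array weights. BMPR1A with the mimic was -0.018 and -0.011 after rescaling by the median of ratios and the upper quartile. TGF-beta genes with the inhibitor were -0.0011 with 6 libraries (the value reported is the same) and 0.0080 with array weights, and immediate early genes with the mimic 0.035 and PANX3 with the inhibitor 0.11 with array weights. For epithelial markers, TGF-beta with 6 libraries, skeletal genes without a filter and with array weights, and immediate early genes, only the camera direction turned.

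Leaving out 1 library gave these ranges, with the spread pooled over all groups: genes changed by the mimic 46 to 797, by the inhibitor 88 to 653, between controls 271 to 3757, effects that differ 37 to 515, opposite genes 0 to 6, effect correlation -0.014 to 0.078, lists past the threshold 6 to 9 with the mimic and 4 to 9 with the inhibitor, skeletal genes 0 to 1 and 1 to 2. FGF18 ranged from -1.57 to -0.27 with the mimic (adjusted p 0.211 to 0.836) and from 2.33 to 2.71 with the inhibitor (0.00461 to 0.215). Seed-site differences ranged from -0.058 to -0.041 and from -0.086 to -0.048. The highest counts of genes were without mimic replicate 3. Reversed with 1 library out, with the mimic, were BMP4 (-0.27 to 0.0098), BMPR1A (-0.12 to 0.15) and the lists for Wnt (-0.11 to 0.033), cartilage matrix (-0.10 to 0.10), immediate early genes (-0.045 to 0.15) and reported targets (-0.051 to 0.024). With the inhibitor they were PANX3 (-0.66 to 0.10), VCAN (-0.41 to 0.30) and the lists for TGF-beta (-0.029 to 0.042), cell cycle (-0.024 to 0.12), cholesterol (-0.036 to 0.15) and mitochondrial genes (-0.12 to 0.059). The camera direction turned but the mean kept its sign for FGF signalling (-0.23 to -0.015), proteases (0.014 to 0.092) and osteoblast markers (0.060 to 0.23) with the mimic, and FGF signalling (0.11 to 0.27), p53 (0.046 to 0.12) and skeletal genes (0.066 to 0.27) with the inhibitor. Among other lists with the mimic, the mean but not the camera direction changed sign for epithelial markers (-0.23 to 0.21) and for 2 lists past the threshold that no longer passed there: core histones (-0.071) were 0.018 without mimic replicate 2 and 0.065 without a filter, and mitochondrial genes (-0.14) 0.018 without mimic replicate 3 and 0.052 with array weights.

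The replicate numbers do not pair the samples: 0 of 18 pairs of libraries with 1 number correlated above 0.1 (-0.180 to 0.063), and 3 of 12 libraries correlated best with their own number. With the replicate block, 93 genes were changed by the mimic (84 shared), 186 by the inhibitor (174 shared), 1017 between the controls (992 shared) and 74 differed in effect.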

Other observations

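Tests of the arms and of a mimic effect for the genes shared with the control comparison, the count of CCCGGTG sites among them, the position of mimic replicate 3 between groups and all 3 tests of gene span were chosen after the result was seen.

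A few genes moved the same way with the mimic and with the inhibitor, each against its own control, and were chosen after their values were seen. SP140, TP53I3, IGFBP3, DES, SFN and C1orf116 were raised in both, 6 genes against 0.865 expected from independent lists. TP53I3 and SFN, which encodes 14-3-3 sigma, are known p53 targets, and IGFBP3 binds insulin-like growth factors. IGFBP3 rose by 0.43 with the mimic and 0.42 with the inhibitor on the log2 scale (adjusted p = 0.0206 and 0.0159), and SFN by 0.89 and 1.22 (adjusted p = 0.0269 and 0.00405). SEMA3C, a semaphorin (-0.44 and -0.44), and ENSG00000282684 were lowered in both, 2 genes against 0.0940 expected. RAPGEF1 and GPC6 were raised with the mimic and lowered with the inhibitor, 2 genes against 0.885 expected.

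Genes raised by the mimic over the mimic control were also higher in the inhibitor control, and 109 of the 113 were lowest in the mimic control of all 4 groups. Genes were chosen in 9 fits that each left out 1 mimic control and 1 mimic library. The left-out mimic library rose over the left-out control by a median of 1.08 (0.933 to 16.1) of the rise of the inhibitor control. An offset between the arms alone would give none, which argues against that offset alone. The inhibitor control rose by a median of 0.927 (0.0621 to 1.07) of the mimic rise, where a mimic effect alone would give none. The fits that left out mimic replicate 3 differed from the others. In them the inhibitor control rose by 0.285, 0.263 and 0.0066 over 139, 169 and 445 genes. Where mimic replicate 3 was kept, the inhibitor control rose by 0.758 to 0.878 over 29 to 38 genes. The fit at 0.0066, where the mimic library rose by 0.11, gives the 16.1. Mimic replicate 3 lay next to the inhibitor control libraries, so genes chosen with it may be those high in both. A mimic effect therefore stays open. A seed effect of the mimic control oligonucleotide itself is a candidate explanation: CCCGGTG ranked 3 from the highest of the 7-mers by adjusted log2 for inhibitor control minus mimic control (1 by z) and 2 for mimic minus mimic control (1 by z), and 32 of 109 raised genes searched carried it, against 3.46% of the others (Fisher's exact test, p = 1.21e-20). This 7-mer is complementary to the seed of a worm microRNA, miR-39-3p, often used as a spike-in or control, but the sequence of the control was not given in the sources used here and 77 raised genes searched lacked the site, so an arm offset combined with a mimic effect stays open.

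Mimic replicate 3 lay apart from mimic replicates 1 and 2. Its mean correlation was 0.968 with the inhibitor control, 0.958 with the mimic control and 0.950 with mimic replicates 1 and 2. Less mimic acting in it could account for this, but its seed-site genes stood at -0.029 ± 0.013 (SE) against the mimic control (replicates 1 and 2, -0.064 and -0.036), and adjusted for 3′ UTR length and base composition at -0.016 ± 0.015 (-0.042 and -0.033), which does not separate it from replicate 2. A wrong label on an inhibitor control library could too, and its site genes stood at -0.0045 against the inhibitor control, near 0 as a wrong label would give, but at -0.035 ± 0.014 with the same adjustment, so these explanations cannot be told apart. Its position along the axis from the inhibitor control to the other mimic libraries was 0.168 over 5129 genes, against 0.231 over 1612 for inhibitor control replicate 3, and the other 2 inhibitor control libraries rest on only 16 and 9 genes. Along the axis from the inhibitor control to the mimic control, mimic replicate 3 stood at 0.19998 over 3751 genes. Mimic replicates 1 and 2 stood at 0.929 and 0.859 there, and the mimic control libraries between 0.695 and 0.867. Less mimic acting would leave it near the mimic control only if the mimic control oligonucleotide had no effect of its own, which stays open above. This position therefore does not decide between the explanations.

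Long genes were lower with the inhibitor: the 122 lowered genes with a known span had a median of 157 kb against 31.2 kb for all tested, and 60.7% against 19.1% spanned over 100 kb. Fold change and span had a Spearman correlation of -0.138 across genes (-0.304 between the controls). A span trend alone would leave no excess of long genes once it is removed from every library. With a smooth trend removed and the test run again, 131 genes were lowered and 37.4% of them spanned over 100 kb. The excess over all tested kept 0.440 of its size, which argues against that smooth trend as the whole cause. Long genes were also 25.5% of the 110 genes raised in that fit, and a trend that the fit missed is not excluded. A property of the libraries that moves with span whatever was transfected may contribute, since 6 libraries had a span correlation over 0.1 in size against the rest of their own group. These values depend on each other within a group, and mimic replicates 1, 2 and 3 (0.181, 0.130 and -0.238) are among the 6. An effect of the inhibitor on long genes was not separated from such a property.

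Other splits of the same libraries gave these results. For single comparisons there are 10 splits, too few for a share under 0.05. As many genes were called in 1 of 10 splits for the mimic (real 125, highest other 3), 1 of 10 for the inhibitor (255, 1) and 1 of 10 for the controls (1667, 1). As many lists passed in 2 of 10 with the mimic (9, 9) and 1 of 10 with the inhibitor (9, 8), and as many skeletal genes in 10 of 10 (0, 1) and 2 of 10 (1, 1). A seed-site difference as large came in 1 of 10 with the mimic (0.052 in size, 0.039) and 3 of 10 with the inhibitor (0.058, 0.059). For effects that differ, 1 of 100 joint splits, the real one, gave as many genes (140, 28), which is the smallest share that 100 splits allow. This is under 0.05 and makes a chance split of the libraries unlikely. It does not bear on the cause, such as a shift of a control group or the position of mimic replicate 3. Chance is not excluded for the correlation of effects (70 of 100; 0.028, 0.137). For genes lower with the mimic and higher with the inhibitor the real count was 0, which 100 of 100 joint splits reach by construction, as do the 10 of 10 for skeletal genes with the mimic, so neither split tests anything.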
